A study of Danio rerio with 7 samples. Its data were reported in "Single-cell transcriptomic analysis of zebrafish cranial neural crest reveals spatiotemporal regulation of lineage decisions during development" (2021).

How the data were processed

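Droplet single-cell RNA-seq was analysed from zebrafish embryos carrying a nuclear photoconvertible protein under sox10 control, a reporter that marks neural crest (NC) cells. Cells of the first pharyngeal arch region had been photoconverted, dissociated and sorted by the authors. The 6 timeline libraries came from embryos of 12, 14, 18, 20, 24 and 30 hours post-fertilisation (hpf), all with chemistry version 2. A library of 18 hpf made with chemistry version 3 is called the second 18 hpf library. Each group holds 1 library.

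The deposited tables hold raw UMI counts per gene and cell, with no normalization in the tables themselves. The authors mapped the reads to the GRCz11 transcriptome with CellRanger, whose version is not stated, and aggregated the timeline libraries with the same pipeline. Whether that step subsampled reads to equal depth is not stated, so the timeline depths are given as the table shows them. Cells of low quality had already been excluded by the authors on genes detected and mitochondrial share, with limits not stated. Genes detected per cell ran from 1505 to 3994 in the timeline table and from 2001 to 5846 in the second. The timeline table holds 17651 genes and 1875 cells, and that of the second 18 hpf library 18597 genes and 979 cells, with 16600 gene names in both. A number at the end of each barcode gave the library of a timeline cell, read as the sample number in the labels. Genes are named by symbol as the tables give them, and positions in the genome are not given because the gene annotation at hand is of another build than the one the authors used.

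Cells with at least 500 genes and at most 10% mitochondrial counts were used. This removed 9 cells of the second 18 hpf library and none of the others. Doublets were called with Scrublet in scanpy and kept. Their removal was an alternative for the shares of cells and for mitfa and dlx2a in the same cells, and was not run for the age trend or the class test. Each table was handled on its own. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were chosen, and cells were grouped by Leiden clustering on 20 neighbours at a resolution of 0.8 (random seed 1). The first 13 principal components were used for all cells. NC-like cells were clustered again with 5 components in the timeline and 11 in the second 18 hpf library. A set of 31 genes named in the study's text was left out of the variable genes and of the naming markers, so that classes could be compared for them. The set is not complete, since pax3a, pax7b and dlx5a are also named there and stayed among the naming markers.

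Clusters were named from marker lists. A marker counted as raised in a cluster when its mean per 10000 counts (with 0.1 added) was at least 2 times the lower quartile of the cluster means and it was detected in at least 10% of cells. A name needed at least 3 raised markers of its class. A class with at least 3 markers among the 10 genes with the largest fold, and more than any other class, gave the name. Otherwise the name went to the class with the largest share of its list raised, which among NC classes had to be 2 times the next or to have 2 markers among those 10 genes. This name was given only if no other class had more markers among those 10 genes, a condition that left unnamed both clusters of all cells without a name. Remaining clusters were left unnamed, as were clusters of low depth with none of their markers among those genes, of which the main setting had none. The lists for all cells came from general knowledge and covered NC, neural, epithelial, endothelial, cardiac or muscle mesoderm, head mesoderm, endoderm and blood cells. Lists for erythroid and myeloid cells were merged to blood after the clusters had been seen, and the clustering resolution and details of the naming rule were settled on these cells. The lists for NC classes (19 early NC, 15 pigment, 39 skeletal and 12 neural or glial genes) are lineage lists that the study drew up on these samples, without the reported genes, so they are not independent of the data. Clusters are called "pigment-like" and so on because nothing but these lists names them.

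Counts were summed over NC-like cells per library for the trend over age, which edgeR tested by quasi-likelihood with age as a numeric covariate, TMM scaling and filterByExpr (6 libraries, 4 residual degrees of freedom). Counts summed per library and class were tested between pigment-like and skeletal-like cells with the library as a block (3 libraries with at least 10 cells of each class, 2 residual degrees of freedom). For that test, 2883 genes used in clustering were left out and 13717 kept. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Each SE given is the size of the log2 value divided by the square root of its quasi-likelihood F statistic. It is worked back from the test and is not a measure of counting error, which can be larger where a class has few counts. The libraries were the replicates throughout, and no test took cells as replicates. Both tests were tried on simulated counts. Of 200 genes given a slope of 0.15 on the log2 scale per hour, 122 were called, with 4 false calls among 8420 genes tested. Of 200 genes given a log2 change of 2 between classes, 163 were called, with 1 false call among 6835 genes tested. Unchanged genes were drawn from a pooled profile at the fitted dispersion, with no library effects and no classes built from the same cells. The false calls therefore do not cover errors from either source.

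Expression is given as CPM, the count of a gene scaled by the total of the summed profile in the usual way, with an exact Poisson 95% interval. Shares of cells have exact Clopper-Pearson 95% intervals, and a count of 0 is given with the limit that 3 counts would set. These intervals and limits cover counting error only. For measures per cell, each cell was thinned to 9600 UMIs, the 10th percentile, and cells below were left out (6 to 54 NC-like cells per library). Differences between libraries are medians of absolute log2 CPM ratios over genes with at least 50 counts in each profile. Random lists (10000 per list) were matched in 20 bins of mean expression, with 1 CPM added before ratios over time were taken.

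The other marker and gene lists, the tests of the stated results and the alternatives were chosen before the data were examined. The merging of the blood lists, the resolution, the naming rule, the list of stress genes and the tests named as such in the closing parts were not. The genes named are that set of 31, the 5 genes with the largest slope each way among those past the threshold whose CPM never moved against the slope, and the 5 largest changes each way of the class test among genes past the threshold that changed the same way in every library. Any other gene named was chosen after its values were seen. The alternatives were stricter and absent cell filters (1000 genes and 5% mitochondrial counts), a resolution of 1.6, 20 principal components for all cells and 10 or 5 for NC-like cells, second marker lists, removal of doublets, DESeq2 size factors, the DESeq2 Wald test, no filter on low counts, all cells in place of NC-like cells, thinned profiles, other count minimums (20 and 200) and pseudocounts (10 CPM), 69 cells drawn per library, and leaving out each library in turn. Of the set, wnt16 is not in the timeline table and wnt3 and wnt8b are not in the other. Bulk RNA-seq and imaging are not analysed here. The tools were Python 3.11.15 with scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1.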

Results

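UMI counts per gene and cell were collected from 7 droplet libraries of sorted cells of the first pharyngeal arch region of zebrafish embryos, in which a sox10 reporter marks neural crest (NC) cells. The timeline table holds 1 library each from 12, 14, 18, 20, 24 and 30 hpf. A second 18 hpf library, made with a later chemistry, has its own table. Only the stage of 18 hpf had a further library, and its chemistry differs, so no stage had a replicate made in the same way. With 1 library per group no test between single stages was possible. Differences between stages are therefore given beside their counting intervals only. The timeline libraries held 238, 354, 248, 516, 388 and 131 cells in order of age, with 3443005, 3921416, 3204624, 9734006, 5253561 and 1711154 UMIs in total. Their median depth per cell ran from 10807.5 UMIs at 14 hpf to 19222 at 20 hpf. The second 18 hpf library held 979 cells and 23950256 UMIs, with a median of 23038 per cell, and 970 of its cells passed the filter.

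The first question was how much of each library was NC, since sorting on a reporter also collects other cells. Clusters of all cells were named from marker lists. NC-like cells made up 93.3% of the 12 hpf library (222 of 238 cells, 95% Clopper-Pearson interval 89.3 to 96.1). The share was 68.6% at 14 hpf (63.5 to 73.4), 52.4% at 18 hpf (46.0 to 58.8), 70.0% at 20 hpf (65.8 to 73.9), 69.3% at 24 hpf (64.5 to 73.9) and 62.6% at 30 hpf (53.7 to 70.9). In the second 18 hpf library, 418 of 970 cells were NC-like, a share of 43.1% (39.9 to 46.3). Removing cells called doublets moved a share most, to 81.0% at 30 hpf, where 47 of the 131 cells (35.9%) were called doublets. Blood-like cells ranged from 0 of 238 cells at 12 hpf, which allows a share of up to 1.26%, to 20.2% at 18 hpf. Epithelial-like cells reached 19.3% at 24 hpf (15.5 to 23.6). Clusters without a name held 161 cells (16.6%) of the second 18 hpf library and none of the timeline libraries. Under the stricter cell filter that share was 0 and the epithelial-like share of the second 18 hpf library rose from 5.77% to 21.7%, and at the finer resolution 12.99% of the 14 hpf library was unnamed.

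The study followed when lineages appear among NC cells, so NC-like cells were clustered again and named from the study's lineage lists. Early NC-like clusters held 221 of the 222 NC-like cells at 12 hpf (99.5%, 97.52 to 99.99) and 96.7% at 14 hpf (93.6 to 98.6). In the first 18 hpf library 123 of 130 NC-like cells (94.6%, 89.2 to 97.8) fell in unnamed clusters. No cell of that library was in the pigment-like cluster, which allows up to 2.31%. Pigment-like cells were 12.2% of NC-like cells at 20 hpf (44 of 361, 9.0 to 16.0), 11.5% at 24 hpf (31 of 269, 7.97 to 16.0) and 10.5% in the second 18 hpf library (44 of 418, 7.75 to 13.9). Among the 82 NC-like cells at 30 hpf there were 0, which allows up to 3.66%. Skeletal-like cells were 66.8% at 20 hpf (61.6 to 71.6), 83.6% at 24 hpf (78.7 to 87.9), 92.7% at 30 hpf (84.8 to 97.3) and 73.0% in the second 18 hpf library (68.4 to 77.2). No cluster was named neural or glial-like. The list for that class held 12 genes and none of the reported ones, such as neurog1, so a small group of such cells could have been missed. All 5 NC-like cells with a neurog1 UMI at 20 hpf were in unnamed clusters, as were 2 of 5 at 24 hpf, where the other 3 were skeletal-like. The study assigned such cells by a probabilistic method and stained neurog1 in embryos, neither of which was repeated here.

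These lineage shares depended on the clustering. The skeletal-like share of the second 18 hpf library moved most, from 73.0% to 15.9% under the stricter cell filter. In the first 18 hpf library the early NC-like share went from 4.62% to 59.2% with the second marker lists, and the pigment-like share from 0 to 34.9% under the stricter filter. Several clusters were led by genes of a cell state, or held mostly by 1 library, rather than marked by 1 lineage list. One unnamed cluster of 79 cells held 72 cells of the first 18 hpf library. Among its leading genes were cdkn1a, gadd45bb, atf3, fosl2 and fosl1a, which are stress and immediate-early genes, beside cxcl14 and tfap2b. It also had 10 of 15 pigment, 10 of 39 skeletal and 7 of 19 early NC markers raised, so genes of several lineage lists were raised there too. A cluster held mostly by 1 library cannot be parted from that library. Some skeletal-like clusters were led by cell-cycle genes such as cdk1, nusap1, cdc6 and mcm6, and others by skeletal genes such as barx1, hand2 and dlx5a. One of 61 cells in the second 18 hpf library, part of its skeletal-like share, had none of the skeletal markers among its 10 leading genes, which included foxd3, fosl1a, atf3 and fosb. The genes that lead these clusters were chosen after their values were seen.

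**Figure D1:**
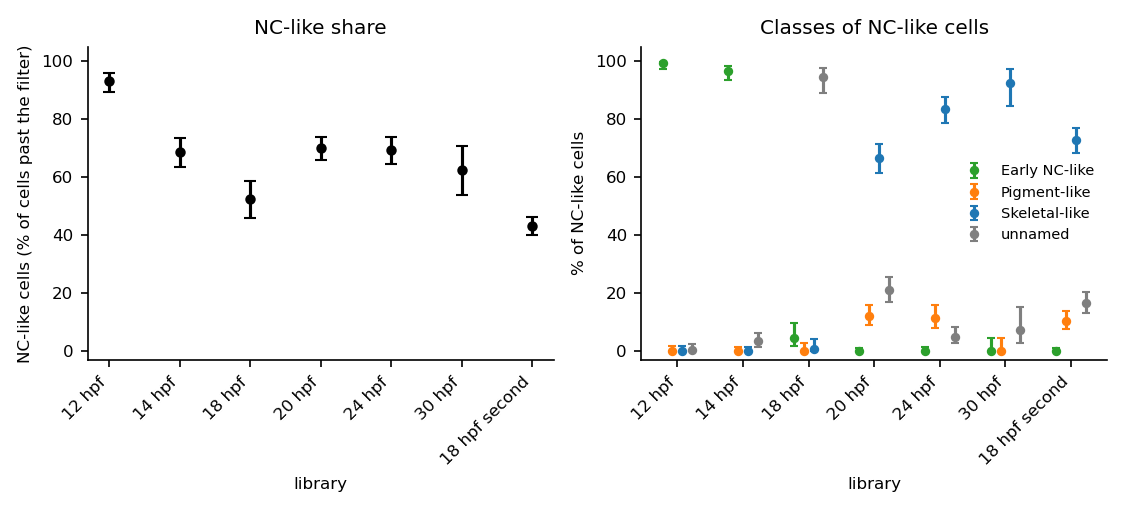
Share of NC-like cells among all cells and of each class among NC-like cells (both in percent) by library, with exact 95% Clopper-Pearson intervals that cover counting error only. The NC-like share runs from 43.1% in the second 18 hpf library to 93.3% at 12 hpf, and pigment-like cells appear at 20 hpf, at 24 hpf and in the second 18 hpf library.

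To ask which genes change with age, counts were summed over the NC-like cells of each timeline library (1057934 to 7284603 UMIs per profile) and tested for a straight line over 6 libraries. With edgeR, 341 of 8768 genes tested passed a Benjamini-Hochberg adjusted p of 0.05, of which 203 rose and 138 fell, and 134 of them never moved against their slope between adjacent stages. An unadjusted p under 0.05 was reached by 1785 genes. The DESeq2 Wald test called 771 genes, 333 of the edgeR calls among them. The count rests on single libraries. It was 59 without the 12 hpf library, 56 without 14 hpf, 83 without 24 hpf, 211 without 18 hpf, 396 without 20 hpf and 478 without 30 hpf. Among the 341 genes, those still tested without 1 library kept their sign each time, 280 to 341 genes depending on the library left out.

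Of the set of 31 genes taken from the study's text, 21 could be tested and 5 passed over all genes tested. Adjusted over the list alone, 9 passed, but the study chose the list on these samples, so this is not independent evidence. With edgeR, col2a1b rose by 0.25 on the log2 scale per hour (SE 0.035, adjusted p = 0.0107), never moving against its slope in 6 of 6 libraries. The slope of sox10 was -0.25 (SE 0.040, adjusted p = 0.0150), that of mmp2 0.32 (SE 0.060, adjusted p = 0.0245), that of fzd8a 0.35 (SE 0.067, adjusted p = 0.0277) and that of foxd3 -0.18 (SE 0.041, adjusted p = 0.0490). Each of these calls was lost when some library was left out. For col2a1b the adjusted p was 0.0592 without 12 hpf and 0.0597 without 14 hpf (range over 13 alternatives 1.6e-09 to 0.0597). For sox10 it was 0.0854 without 12 hpf, 0.0651 without 14 hpf and 0.0649 without 24 hpf (range 2.2e-08 to 0.0854). For mmp2 it was 0.123, 0.0845, 0.0594 and 0.0769 without 12, 14, 18 and 24 hpf (range 2.4e-08 to 0.123), and for fzd8a 0.116, 0.0615, 0.0636 and 0.0652 without the same libraries (range 1.8e-07 to 0.116). The foxd3 slope was -0.09 without 12 hpf (adjusted p = 0.255), and its adjusted p without 14, 18, 24 and 30 hpf was 0.0689, 0.0778, 0.112 and 0.0958. With DESeq2 size factors it was 0.0501, and with all cells 0.0599, in a range of 0.000448 to 0.255.

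The other 16 tested genes did not pass, among them dlx2a (slope 0.28, edgeR adjusted p = 0.233), mitfa (0.35, adjusted p = 0.429), twist1a (0.17, adjusted p = 0.474) and twist1b (-0.10, adjusted p = 0.381). The 30 hpf library decided several of these. Without it, dlx2a (slope 0.52, adjusted p = 0.0390), mitfa (0.74, adjusted p = 0.0384), phlda3 (0.38, adjusted p = 0.00285), sox11a (0.25, adjusted p = 0.0143), atp6ap2 (0.13, adjusted p = 0.0437) and fzd7a (-0.12, adjusted p = 0.0371) passed. With all 6 libraries the edgeR adjusted p was 0.0780 for phlda3, 0.0612 for sox11a, 0.860 for atp6ap2 and 0.105 for fzd7a. Over all alternatives it ranged from 0.0390 to 0.551 for dlx2a, from 0.0384 to 0.796 for mitfa, from 1.1e-05 to 0.303 for phlda3, from 0.000153 to 0.239 for sox11a, from 0.0437 to 0.977 for atp6ap2 and from 0.0371 to 0.300 for fzd7a. Without the 20 hpf library phlda3 (adjusted p = 0.0494) and sox11a (adjusted p = 0.0302) also passed. Both passed as well by the DESeq2 Wald test and without the filter on low counts, and sox11a also with thinned profiles (adjusted p = 0.0472). The removal of doublets, which are most frequent at 30 hpf, was not run for this test.

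Of the genes with the largest falling slopes, vox stood at -1.02 (edgeR adjusted p = 0.00284), hspb1 at -0.76 (adjusted p = 1.0e-04), zic2b at -0.74 (adjusted p = 1.0e-04), myo10l1 at -0.71 (adjusted p = 0.00838) and pax3a at -0.67 (adjusted p = 0.00458). The CPM of hspb1 fell from 1942 at 12 hpf through 619, 121, 29.5 and 2.66 to 0 at 30 hpf. The largest rising slopes were those of dlx4a (1.02, adjusted p = 1.0e-04), fgfbp2a (0.70, adjusted p = 0.0210), barx1 (0.70, adjusted p = 0.0172), si:dkeyp-44a8.4 (0.67, adjusted p = 0.00284) and tnn (0.67, adjusted p = 0.00410). Most of these genes were at 0 in some libraries, so their fitted slopes depend on the prior count, and vox, pax3a and barx1 are also naming markers. The call of barx1 was lost without 12 hpf (adjusted p = 0.0906) and without 14 hpf (0.0914, range 3.5e-06 to 0.0914). The call of fgfbp2a was lost without 12 hpf (adjusted p = 0.0906), 14 hpf (0.101) and 18 hpf (0.0548), and by the DESeq2 Wald test (0.15, range 0.00288 to 0.15). That of dlx4a was lost by the DESeq2 Wald test (adjusted p = 0.0915, range 2.7e-07 to 0.0915). The other 7 passed in every alternative that tested them. The sizes of some slopes rest on single libraries. A straight line through log2 CPM gave -0.293 for vox, 0.471 for dlx4a and 0.282 for si:dkeyp-44a8.4. That of vox was -0.159 without 12 hpf. Without 30 hpf dlx4a stood at 0.241 and si:dkeyp-44a8.4 at 0.162, while vox, hspb1, zic2b, myo10l1, pax3a and barx1 grew in size.

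By stage, the CPM of sox10 in NC-like cells was 2728 at 12 hpf (exact Poisson 95% interval 2672 to 2786), 1620 at 14 hpf, 833 at 18 hpf, 177 at 20 hpf, 206 at 24 hpf and 128 at 30 hpf (107 to 151). For twist1b it was 549 at 12 hpf (524 to 575), 20.6 at 20 hpf (17.4 to 24.2) and 147 at 30 hpf (124 to 171). The paralogue twist1a went the other way at first, from 50.4 at 12 hpf (42.9 to 58.8) to 1215 at 20 hpf (1190 to 1241), and stood at 536 at 30 hpf (493 to 582). The study asked whether foxd3 falls and returns, and its CPM was 682 at 12 hpf (654 to 712), 142 at 14 hpf (129 to 157), 108 in the first 18 hpf library (93.8 to 124), 71.2 at 20 hpf (65.2 to 77.6), 123 at 24 hpf (112 to 135) and 39.7 at 30 hpf (28.6 to 53.7). In the second 18 hpf library it was 131 (125 to 138), so the interval at 24 hpf lay above that at 20 hpf but overlapped those of both 18 hpf libraries. No mitfa count was found at 12, 14 or 30 hpf, which allows up to 0.933, 1.05 and 2.84 CPM, and 1 count was found in the first 18 hpf library. At 20 hpf mitfa reached 41.0 CPM (36.5 to 46.0), at 24 hpf 53.7 (46.6 to 61.7), and in the second 18 hpf library 26.3 (23.5 to 29.4). For neurog1 the counts were 1, 0, 1, 10, 13 and 0 over the timeline, too few to follow.

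**Figure D2:**
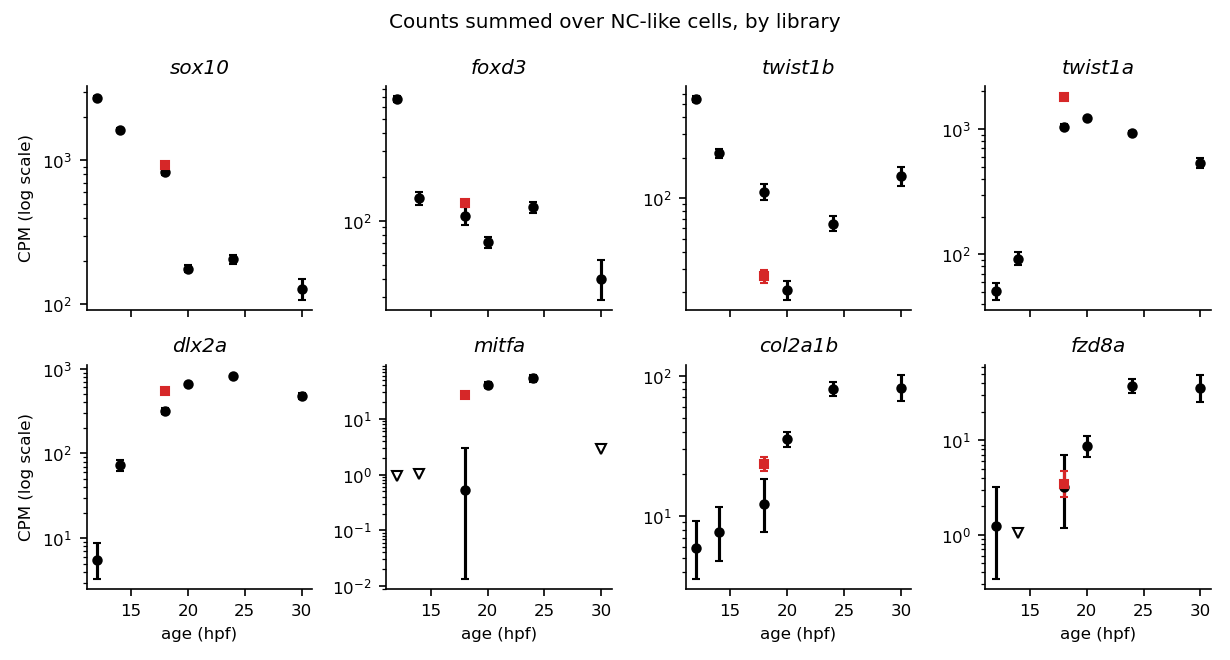
CPM on a log axis against age in hpf for 8 reported genes, from counts summed over NC-like cells of each library, with exact Poisson 95% intervals that cover counting error only. Circles are the timeline libraries, squares the second 18 hpf library, and open triangles the limit of a count of 0, and sox10 falls from 2728 CPM at 12 hpf to 128 at 30 hpf while col2a1b rises from 5.91 to 82.2.

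To ask which genes part the pigment and skeletal classes, pigment-like cells (482954 to 1206053 UMIs per library) were compared with skeletal-like cells (3122768 to 9096534 UMIs) of the same library in the 20 hpf, 24 hpf and second 18 hpf libraries. The classes were built from the same cells, so the p-values are not those of an independent grouping, although genes used for clustering were left out. With edgeR, 1369 of 7252 genes passed an adjusted p of 0.05 (681 higher in pigment-like cells and 688 lower), and 1350 of them had the same direction in 3 of 3 libraries. An unadjusted p under 0.05 was reached by 2412 genes. The count was 112 without the 20 hpf library, 1644 without 24 hpf and 1664 without the second 18 hpf library. Without the library block, the alternative that moved it most among those using all 3 libraries, it was 362, all of them among the 1369.

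Of the 20 reported genes tested, 15 passed over all genes and 17 adjusted over the list alone. The log2 change of mitfa was 8.05 (SE 0.38, edgeR adjusted p = 8.2e-08), that of tyr 7.39 (SE 0.48, adjusted p = 2.7e-06), that of phlda1 5.14 (SE 0.51, adjusted p = 1.3e-04) and that of atp6ap2 3.48 (SE 0.23, adjusted p = 3.0e-06), each higher in pigment-like cells in 3 of 3 libraries. Lower in pigment-like cells in 3 of 3 libraries were twist1a (-9.64, SE 0.32, adjusted p = 2.3e-09), dlx2a (-7.65, SE 0.37, adjusted p = 8.2e-08), sox11a (-4.37, SE 0.35, adjusted p = 2.4e-05) and phlda3 (-4.26, SE 0.36, adjusted p = 3.3e-05). The other 7 that passed were sox10 (2.36), foxd3 (1.35), col2a1b (-3.75), twist1b (-3.71), fzd8a (-5.01), mmp2 (-2.71) and fzd7a (-1.79). Without the 20 hpf library the adjusted p was 0.164 for foxd3 (main value 0.00293, range over alternatives 4.6e-12 to 0.164), 0.160 for mmp2 (main value 0.0137, range 3.7e-13 to 0.160) and 0.103 for fzd7a (main value 0.00545, range 3.1e-08 to 0.103). Without the library block the adjusted p of sox10 was 0.213 in place of 0.000936 (range 4.1e-59 to 0.213), and foxd3 (0.151), mmp2 (0.0745) and fzd7a (0.0597) did not pass either. By the DESeq2 Wald test mmp2 stood at 0.0636.

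Of the 5 reported genes that did not pass, fzd2 (0.04, edgeR adjusted p = 0.948), fzd6 (0.02, adjusted p = 0.981) and lrp5 (-0.77, adjusted p = 0.224) did so in no alternative. The adjusted p of ror1 (-1.63) was 0.0683 with all libraries, 0.00250 without the second 18 hpf library and 0.0435 without 24 hpf (range 0.00250 to 0.450), and without the filter on low counts it was 0.00626. That of wnt11 (2.43) was 0.0887 with all libraries and 4.2e-05 without the second 18 hpf library (range 4.2e-05 to 0.113), and without the filter on low counts it was 0.0183.

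Among all genes tested, the largest changes towards pigment-like cells were CT025897.1 (8.55, edgeR adjusted p = 0.000510), mitfa, tyr, sh3tc2 (7.13, adjusted p = 0.000359) and snx8a (6.15, adjusted p = 6.3e-05). Those towards skeletal-like cells were twist1a, wnt5b (-8.43, adjusted p = 0.00243), bmpr1ab (-8.00, adjusted p = 0.00327), b3gnt7l (-7.86, adjusted p = 0.00432) and si:ch211-173m16.2 (-7.77, adjusted p = 0.00556). Of the last 4, none had a count in the pigment-like cells of the 3 libraries, and CT025897.1 had none in the skeletal-like cells, so these fitted values depend on the prior count. Without the 20 hpf library si:ch211-173m16.2 did not pass (adjusted p = 0.101, range 1.8e-06 to 0.101), and the rest passed in every alternative that tested them.

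**Figure D3:**
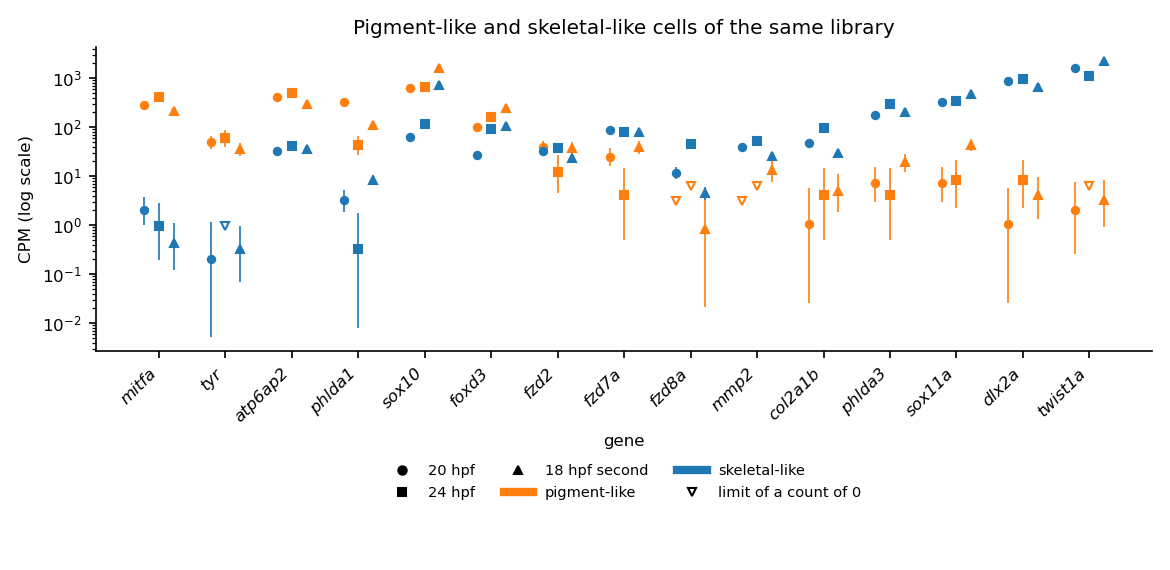
CPM on a log axis of 15 reported genes in pigment-like and skeletal-like cells of the 20 hpf, 24 hpf and second 18 hpf libraries, with exact Poisson 95% intervals that cover counting error only. Open triangles are the limit of a count of 0, and mitfa lies between 213 and 412 CPM in pigment-like cells and at 2.05 CPM or below in skeletal-like cells.

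The stage of 18 hpf is the only one with 2 libraries, so the difference between them was compared with that between adjacent stages. Over 2787 genes with at least 50 counts in both NC-like profiles, the median absolute log2 ratio was 0.42 (95% interval 0.41 to 0.44), against 0.08 from counting noise alone. A ratio above 1 in size was found for 350 genes (12.6%). The Spearman correlation of the profiles was 0.864 across genes, which are not independent replicates. Adjacent timeline stages differed by 0.26 (12 and 14 hpf) to 0.35 (18 and 20 hpf). The value moved most with a minimum of 200 counts, to 0.38. The libraries differ in chemistry as well as in embryos, and no further library separates these.

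The study looked for cells at 18 hpf that hold both pigment and skeletal markers, and mitfa and dlx2a were taken for this. With each cell at 9600 UMIs, 5 of 412 NC-like cells of the second 18 hpf library (1.21%) had a UMI of both. Independent detection would give 28.6 cells, and the ratio of observed to expected was 0.175 (0.0568 to 0.408). A mitfa UMI was in 36 cells (8.74%) and a dlx2a UMI in 327 (79.4%). Without thinning there were 11 of 418 cells, a ratio of 0.315. With at least 2 UMIs of each gene required, the alternative that moved it most, there were 0 cells where 15.7 would be expected, an upper limit on the ratio of 0.235. In the same library a mitfa UMI was in 12.3% of blood-like cells thinned and 24.8% not thinned (median depth 26739 UMIs), in 0 of 51 thinned endothelial-like cells, which allows up to 5.88% (median depth 16274), and in 0.333% of skeletal-like cells thinned and 0.984% not thinned (median depth 29454). In pigment-like cells the share was 58.1% thinned and 59.1% not thinned (median depth 26038.5). The share of all NC-like cells with a mitfa UMI was thus no higher than that in blood-like cells. A dlx2a UMI was in 4.65% of thinned pigment-like cells, in 93.0% of thinned skeletal-like cells and in 7 of 54 thinned epithelial-like cells (median depth 26836.5), so single UMIs of either gene also lay outside its class. In the 69 unnamed NC-like cells mitfa was in 14.5% thinned and 18.8% not thinned and dlx2a in 66.7% and 76.8% (median depth 25752), and 3 of the 5 cells with both were among them, 1 being pigment-like and 1 skeletal-like. Both UMIs were in 5 cells at 20 hpf (ratio 0.160, 0.0518 to 0.372) and in 2 cells at 24 hpf (0.0949, 0.0115 to 0.343). In the first 18 hpf library 0 of 112 thinned cells had a mitfa UMI, which allows up to 2.68%.

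To ask whether lineage programmes tighten and part over time, the mean correlation of each lineage gene with the score of its own list, and with that of the other lists, was taken per library in thinned NC-like cells. For the skeletal list with its own score it was 0.00481, 0.0514, 0.140, 0.223, 0.249 and 0.0572 from 12 to 30 hpf, and 0.187 in the second 18 hpf library. For the pigment list it was -0.0511, 0.261, 0.343, 0.395, 0.404 and -0.0308, and 0.448 in the second 18 hpf library. The pigment and skeletal lists with each other gave 0.0283, -0.0155, -0.148, -0.198, -0.235 and 0.0239, and -0.162 in the second 18 hpf library. Over 6 libraries none of the 10 relations with age passed, and every Benjamini-Hochberg adjusted p was 0.419. The exact two-sided permutation test gave for the skeletal list a Spearman rho of 0.657 (p = 0.175, Pearson r 0.359, p = 0.471), for the pigment list 0.429 (p = 0.419, r -0.0139, p = 0.988), for the early NC list -0.429 (p = 0.419, r -0.296, p = 0.554) and for the pigment and skeletal lists with each other -0.429 (p = 0.419, r -0.186, p = 0.724).

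Largest in size of the 10 rho values was that of the skeletal and neural or glial lists with each other. It was -0.714 (exact permutation p = 0.136, r -0.753, p = 0.0806). For this pair r was -0.565 without the 12 and 30 hpf libraries, and rho ran from -0.8 to -0.5 when 1 library was left out. The relations printed above rest on the libraries at the ends. Without the 12 and 30 hpf libraries, the farthest from the median age, Pearson r was 0.960 for the skeletal list, 0.936 for the pigment list, -0.986 for the early NC list and -0.958 for the pigment and skeletal lists with each other. Without the 30 hpf library alone, rho was 1, 1, -1 and -1 for the same relations (exact permutation p = 0.0167 each, not adjusted, the smallest that 5 libraries can give). The 30 hpf library has 69 thinned NC-like cells and no pigment-like cells, and 10 of the 15 pigment genes could be used there. For the neural or glial list rho was 0.600 (exact permutation p = 0.242, r 0.762, p = 0.0764, r -0.309 without the libraries at the ends), with 2 genes used at 30 hpf. It moved most without thinning, to a rho of -0.143, and when 69 cells were drawn from each library it was 1 (exact permutation p = 0.00278, not adjusted, the smallest that 6 libraries can give).

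**Figure D4:**
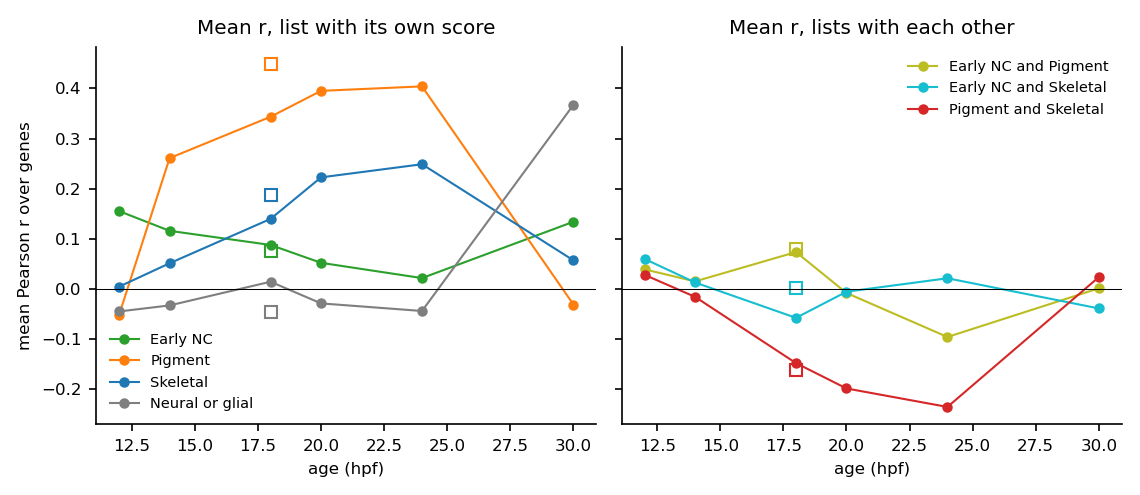
Mean Pearson r of lineage genes with the score of their own list and with other lists against age in hpf, in NC-like cells thinned to 9600 UMIs, 1 value per library with no error bars. Joined circles are the timeline libraries and open squares the second 18 hpf library, and the skeletal list rises from 0.00481 at 12 hpf to 0.249 at 24 hpf and stands at 0.0572 at 30 hpf.

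The study asked which tissues send Wnt signals, so ligand counts were summed per class. In the timeline, wnt8b (31.2 CPM, 32 counts), wnt4 (14.6 CPM, 15 counts) and wnt3 (4.87 CPM, 5 counts) were highest in neural-like cells. Each had a Poisson interval apart from that of the class with the next highest CPM. The interval of wnt3 (1.58 to 11.4) still overlapped that of epithelial-like cells (0.0121 to 2.67). Endothelial-like cells had no count of wnt3 or wnt4, but their depth gives an interval of up to 9.11 CPM. This overlapped the intervals of wnt3 and of wnt4 (8.17 to 24.1). In both tables wnt11r was highest in endothelial-like cells, at 264 CPM in the timeline and 530 CPM in the second 18 hpf library, ahead of cardiac or muscle mesoderm-like cells at 161 and 184 CPM. In the second 18 hpf library wnt6b was highest in cardiac or muscle mesoderm-like cells (23.1 CPM, 32 counts). There wnt7aa stood at 7.40 CPM in epithelial-like cells (11 counts), the highest of the named classes, and at 7.75 CPM in the unnamed clusters (24 counts). Of the named classes, wnt11 was highest in epithelial-like cells in both tables (21.6 and 19.5 CPM), with intervals that overlapped the next class. The level of wnt11 reached 46.8 CPM in the unnamed clusters of the second 18 hpf library. Epithelial-like cells of the tables are not made up alike. A timeline cluster of 119 of the 169 such cells shared cldnb, cd9b, si:dkey-87o1.2 and si:ch211-195b11.3 among its leading genes with an unnamed cluster of the second library. In epithelial-like cells wnt11r stood at 97.3 CPM in the timeline and at 6.73 in the second library. Of 15 pairs of ligand and table, 13 kept their highest class at the finer resolution, the alternative that changed most.

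For Wnt receptors, the change from 12 to 24 hpf in NC-like cells was a log2 ratio of 4.92 for fzd8a (exact interval 3.54 to 6.82, 4 and 142 counts), 1.44 for atp6ap2 (1.14 to 1.75), 1.40 for ror1 (0.39 to 2.53), -0.91 for lrp5 (-1.65 to -0.20), -1.19 for fzd7a (-1.41 to -0.97) and -1.23 for fzd6 (-2.04 to -0.46). The rise of atp6ap2 did not last, with 37.6 CPM at 12 hpf, 102 at 24 hpf and 22.7 at 30 hpf (14.5 to 33.8). Of its 384 counts at 24 hpf, 242 lay in the 31 pigment-like cells and 131 in the 225 skeletal-like cells. The 12 and 30 hpf libraries had no pigment-like cell, so this rise and fall cannot be told apart from a change in class shares. At 30 hpf lrp5 (13.2 CPM after 7.45 at 24 hpf), ror1 (5.67 after 9.04) and fzd6 (8.51 after 5.85) also turned back. Their intervals at 30 hpf overlapped those at 24 hpf. The levels of fzd8a (35.9 after 37.8) and fzd7a (69.9 at both) held. For mcama, with 1 and 22 counts, the log2 ratio of 24 to 12 hpf was 4.23 (1.60 to 9.60). For fzd2 the interval reached 0 (0.40, -0.00 to 0.82). Between classes of the same library, atp6ap2 was higher in pigment-like than in skeletal-like cells by a log2 ratio of 3.68 at 20 hpf, 3.58 at 24 hpf and 3.06 in the second 18 hpf library. At the finer resolution, the only alternative for this comparison, it was 3.08 at 20 hpf.

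The study sorted Wnt-responsive genes into groups by their course over time in these libraries, so the groups describe the data and are not an independent test. All ratios are over the NC-like cells of 12 hpf, where no pigment-like cell was found, so those of the pigment groups set 31 pigment-like cells of 24 hpf against cells of another class. For the non-pigment groups the other NC-like cells of 24 hpf were used. The median log2 ratio of 24 hpf to 12 hpf was -0.91 for the non-pigment group going from high to low (39 genes, all fell) and 0.75 for that going from low to high (102 genes, 91 rose). For the pigment groups it was -1.87 for the high to low group (166 genes, all fell) and 2.09 for the low to high group (136 genes with counts, 133 rose). Medians of 95% of matched random lists lay between -0.23 and 0.31, -0.13 and 0.22, -0.59 and 0.04, and -0.62 and 0.08 in the same order. A pseudocount of 10 CPM moved the median of the pigment high to low group most, to -1.18, and the last to 1.5.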

Values the study reported

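For its second 18 hpf data set the study gave a number of 420 NC cells. It sorted 446 Wnt-responsive genes into early and late groups along a pigment and a non-pigment branch.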

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

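The tests of free RNA, doublets, depth, sorting, class names and chemistry in this part were chosen only after the results were seen.

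A signal appeared in cells that no comparison of NC-like cells uses. All 161 cells of the 2 unnamed clusters of the second 18 hpf library had a sox10 UMI, at 5895 CPM (exact Poisson 95% interval 5810 to 5981) against 928 CPM in its NC-like cells (911 to 945). The level was also above that of NC-like cells in cardiac or muscle mesoderm-like cells (2774 CPM), epithelial-like cells (2670 CPM) and head mesoderm-like cells (1749 CPM). In blood-like cells it was 59.3 CPM, with a sox10 UMI in 68 of 165 cells (41.2%, and 23.9% thinned, median depth 26739 UMIs against 18755 in the unnamed clusters). Free RNA from NC-like cells would leave the level below that of its source, but the ratio to it was 6.35. Doublets with NC-like cells would bring other NC transcripts, but the largest median ratio of 7 other abundant NC-like transcripts in those 4 groups of cells was 0.00774. Deeper cells are argued against by the thinned share of cells with a sox10 UMI, which was at least 93.3% in these 4 groups. In the timeline the thinned share in epithelial-like cells was 63.4% at 20 hpf, 82.5% at 24 hpf and 81.3% at 30 hpf. In NC-like cells it was 47.0%, 39.5% and 37.7%, with intervals that overlapped at 20 hpf only. At 14 and 18 hpf, with 3 and 6 thinned epithelial-like cells, their share was the lower one. The values for free RNA, doublets and depth cover the second 18 hpf library only.

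Sorting on the sox10 reporter stays open for this signal. The 41.2% of blood-like cells with a sox10 UMI show that not every sorted cell held one, but a faint reporter would give the same, so sorting and expression in these cells cannot be told apart. Transcripts of the reporter itself could also have been counted as sox10, which was not tested. The unnamed clusters were led by shhb and foxa1, among others, in one and by pax1b, sox3, foxa2 and otog in the other. These genes were chosen after their values were seen. The clusters held 9 and 6 raised epithelial markers of 11, and 4 and 2 raised endoderm markers of 7. At the finer resolution 2.16% of the cells of that library were endoderm-like, and whether these came from the unnamed clusters was not tested. Under the stricter cell filter no cell of that library was in an unnamed cluster and its epithelial-like share rose to 21.7%, so whether such cells are unnamed or epithelial-like depends on the filter. No biological explanation was tested.

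For 1 of 74 comparisons of a reported gene between 2 libraries, the change from skeletal-like to pigment-like cells had opposite signs beyond counting error. The log2 ratio of fzd2 was -1.60 at 24 hpf (exact interval -3.08 to -0.44, 118 counts in skeletal-like and 6 in pigment-like cells) and 0.68 in the second 18 hpf library (0.19 to 1.15, 216 and 46 counts). They differ by 2.29, a difference that was not tested, and it is the only such case of the 74. The naming of the classes is argued against as the whole cause, since with the finer resolution the values were -1.35 and 0.66. The 20 hpf library, with the same older chemistry as that of 24 hpf, gave 0.23 with an interval of -0.33 to 0.75. This lay apart from the interval at 24 hpf, and at the finer resolution the intervals were -0.27 to 0.60 and -2.60 to -0.33. The chemistry is thus argued against as the whole cause, though on 6 pigment-like counts at 24 hpf, and a part for it stays open. A change with age therefore stays open, untested, as does the effect of the small number of pigment-like counts.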

How the results depend on the processing

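All alternatives in this part were planned, and the counts over other orders of the ages and other assignments of the classes were chosen only after the results were seen. Where a value changed, the cause was not tested unless a cause is given. Alternatives that changed no input were no test and are left out of the counts given here. These are the absence of a cell filter for the timeline libraries, where the filter removed no cell, and the minimum of 20 cells of each class. Of the other alternatives for NC-like shares 26 of 29 stayed within the interval of the share, as did 125 of 180 for lineage shares and 217 of 232 for shares of other classes. All 22 for single ligands, all 16 for receptors by stage and 17 of 19 for receptors between classes also did so.

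With doublets removed, the NC-like share was 81.0% at 30 hpf. The early NC-like share became 100% at 12 hpf and 73.6% at 14 hpf, the pigment-like share 29.1% in the first 18 hpf library and 17.3% at 20 hpf, and the skeletal-like share 82.4% at 20 hpf. The whole table was clustered again after the removal. At 20 hpf 0 cells were called doublets, so the shifts there came with the new clusters and names. Only 3 cells each were removed at 14 hpf and from the first 18 hpf library, too few to make those shifts alone. With the stricter filter, the NC-like share was 56.4% at 24 hpf and 46.3% in the second 18 hpf library. Early NC-like shares were then 100% at 12 hpf, 99.1% at 14 hpf and 17.8% in the second 18 hpf library, pigment-like shares 34.9% in the first 18 hpf library, 17.9% at 20 hpf and 17.3% in the second, and skeletal-like shares 75.4% at 20 hpf, 100% at 30 hpf and 15.9% in the second. With no cell filter, the second 18 hpf library had 16.5% pigment-like and 37.0% skeletal-like cells. At the finer resolution the pigment-like share was 28.5% in the first 18 hpf library and 20.8% at 20 hpf, and the skeletal-like share 77.3% at 20 hpf and 56.0% in the second 18 hpf library. With other numbers of principal components the early NC-like share was 99.6% at 14 hpf and 12.7% in the second 18 hpf library, the pigment-like share 17.5% at 20 hpf and 14.8% in the second, and the skeletal-like share 80.3% at 20 hpf, 76.6% at 24 hpf and 42.3% in the second. With the second marker lists the early NC-like share was 57.2% at 14 hpf and 59.2% in the first 18 hpf library, and the skeletal-like share 64.6% in the second. Whether cells of the first 18 hpf library take the name pigment-like thus depends on the clustering, but mitfa was in 0 of its 112 thinned NC-like cells, against 58.1% to 86.2% of thinned pigment-like cells elsewhere. The pigment-like share at 24 hpf stayed between 11.5% and 15.1% in every alternative.

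The age trend gave 771 genes by the DESeq2 Wald test and 56 to 478 when 1 library was left out. Fewer libraries give fewer degrees of freedom, but the count without 30 hpf was the largest. The other settings gave 240 (thinned) to 495 (no low-count filter). Over 100 orders of the ages, 1 gave as many genes, the true order itself (median of the others 0, maximum 274). This argues against a chance order as the source of the count, although only a part of all orders was tried. With 1 library per age, such orders cannot part age from other differences between the libraries. The class test gave 362 genes without the library block and 112 to 1664 when 1 library was left out. Of the 4 assignments of the class names within libraries 1, the true one, gave as many genes and the others gave 0, but so few assignments can give no share small enough, so chance cannot be excluded by this count.

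Of 347 alternatives for named genes in the trend test 292 kept direction and side of the threshold, 27 lost a call, 13 gained one and 15 reversed. In the class test these were 211, 9, 5 and 8 of 233. No reversed value was past the threshold, and none of these genes was past it in the test concerned with every library in it. When 1 library was left out, the log2 slope ran from -0.0217 to 0.134 for atp6ap2, -0.0783 to 0.00567 for lrp5, -0.17 to 0.22 for phlda1 and -0.139 to 0.0257 for wnt11r, and the log2 change between classes from -0.34 to 0.43 for fzd2 and -0.20 to 0.30 for fzd6. For wnt11r the slope was 1.0e-04 with DESeq2 size factors, 0.0055 by the DESeq2 Wald test, 0.0047 with the second 18 hpf library added and 0.015 with all cells. For fzd2 the change was -0.0063 without the block, -0.040 by the DESeq2 Wald test and -0.091 without the low-count filter. For fzd6 it was -0.11 without that filter and -0.026 at the finer resolution.

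The difference between the 18 hpf libraries was 0.47 with a minimum of 20 counts, 0.38 with 200, 0.386 with thinned profiles and 0.398 with TMM scaling. Cells with both mitfa and dlx2a fell to a ratio of 0 when at least 2 UMIs were required. For 76 of 84 alternatives the module relations with age kept direction and side. Without thinning rho was -0.143 for the neural or glial list and -0.429 for that list with the pigment list, and with 69 cells per library 1 for the neural or glial list and 0.0857 for the pigment and skeletal lists with each other. When 1 library was left out, rho ran from -1 to 0 for the early NC list, 0 to 1 for the pigment list, 0.4 to 1 for the skeletal list and -1 to 0 for the pigment and skeletal lists with each other. Medians of the Wnt-responsive groups kept their sign, with 0.47, -1.18 and 1.5 at a pseudocount of 10 CPM for the last 3 groups and 1.70 for the last with at least 50 counts. A larger pseudocount pulls each ratio towards 0.

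Depth limits what low counts show. The 30 hpf profile has 1057934 UMIs in 82 NC-like cells, so no mitfa count there allows up to 2.84 CPM, and the pigment-like profile at 24 hpf has 482954 UMIs.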

Other observations

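The tests of free RNA and doublets for mitfa, and of library batches and depth for the 18 hpf libraries, were chosen only after the results were seen. The list of stress genes was also written after such genes had been seen to lead a cluster of the first 18 hpf library.

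Stress and immediate-early genes stood high in NC-like cells of the first 18 hpf library. Of a list of 29 such genes 24 had enough counts, and their median log2 ratio to the 14 and 20 hpf libraries was 0.62, above all of the matched random lists, with 19 genes raised (atf3 by 1.39, fosl1a by 1.68, gadd45bb by 1.21). For hspb1 the ratio was -1.41. Handling that acted on all cells of that library alike is argued against, because in its other 118 cells the median was -0.10, within the range of matched random lists (-0.36 to 0.03), although atf3 (1.03) and fosl1a (0.98) were raised there too. The stage itself cannot be told apart from handling. In NC-like cells of the second 18 hpf library the median was 0.36, within the range of random lists (-0.08 to 0.43) but with 21 of 26 genes raised, and the chemistry differs. Handling to which NC-like cells respond more, and the stage, both stay open, and either could have shaped the unnamed clusters of that library.

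Blood-like cells of the second 18 hpf library held mitfa UMIs. They were in 41 of 165 cells (24.8%, 18.5 to 32.2), at 22.3 CPM against 26.3 in NC-like cells, while 0 of 60 endothelial-like cells had one, which allows up to 5%. Free RNA from pigment-like cells is argued against, because 8 other transcripts that lead these cells stood at a pooled ratio of 0.0153 between blood-like and NC-like cells, where mitfa stood at 0.845. Doublets are argued against by gch2, found in 4.88% of the blood-like cells with mitfa (2 of 41, 0.596 to 16.5), 5.65% of those without and 68.2% of pigment-like cells. Reads shared with tfec, a related gene that blood-like cells express, would keep one proportion. The ratio of mitfa to tfec counts was 0.745 (0.485 to 1.14) in one blood-like cluster and 0.148 (0.110 to 0.195) in the other, which argues against shared reads as the whole cause in this library. In the timeline the ratios were 0.70 (0.23 to 2.04) and 1.63 (0.62 to 4.52), with overlapping intervals from few counts that do not part the clusters. Expression of mitfa in blood-like cells is thus a hypothesis that stays open, and no biological explanation was tested. In the timeline a mitfa UMI was in 11 of 52 cells (21.2%) of one blood-like cluster and in 7 of 111 (6.31%) of the other.

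The libraries of 18 hpf differed from each other more than adjacent stages of the timeline did. Depth of the profiles is argued against as the whole cause, since with profiles thinned to one total the difference was 0.386, above the widest adjacent pair thinned the same way (0.308). A difference between library batches is consistent with the values, because all 6 timeline libraries were farther from the second 18 hpf library (0.42 to 0.49) than any adjacent pair from each other (at most 0.35). With thinned profiles the 20 hpf library was 0.332 from it (0.312 to 0.354), barely beyond the widest adjacent pair (0.293 to 0.329, overlapping) and closer than the first 18 hpf library. A difference in the stage reached by the embryos therefore stays open as well, untested. Chemistry, embryos and sorting differ together between these batches, so what in the batch matters was not tested. Among the largest ratios, chosen after their values were seen, were those of zgc:153409 (4.24) and zgc:158463 (4.05), higher in the second library, and of CU928129.2 (-3.08), msx3 (-2.98) and rps6 (-2.45), lower there.

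In the 30 hpf library 47 of 131 cells (35.9%) were called doublets, against 0 to 4 cells in each of the others. The call is made within a library and this one is the smallest, and whether these cells are doublets was not tested.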
